A study of Mus musculus with 48 samples.

How the data were processed

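RNA was measured in 48 libraries: 3 of each of 8 cultured mouse breast tumour lines, and 3 each of neutrophils and macrophages sorted from T11, 2208L, E0771 and AT3 tumours. Per the labels' protocols, tumours were dissociated and live CD45+ CD11b+ cells were sorted into TRIzol LS, neutrophils as Ly6G+ with medium to low Ly6C, macrophages as Ly6G- Ly6C- F4/80+. Per the labels' protocols, libraries were made from total RNA by the method of Sheng and colleagues. Per the submitters' processing notes, reads were converted with bcl2fastq 2.17 and aligned to mm10 with STAR 2.4.2a. The authors deposited 1 table of raw counts for 24054 gene symbols, per the submitters' processing notes. The sources used here do not give the counting program or its annotation, and no strand information, so reads of overlapping genes and of paralogs cannot be separated. Symbols were matched to GENCODE M21: 22708 by symbol and 914 by synonym, and 432 were not matched and kept under the deposited name. Emr1 is the table's name for Adgre1. Ly6g, which encodes the marker of the neutrophil sort, has no line in the table.

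Libraries were grouped by the titles and cell-type labels. The table's column PyMTE was taken as PyMT-N because every other column name matched another line. The suffixes Epi and Mes stand in the authors' column names. E0771 neutrophil 1 and E0771 macrophage 1 are labelled BALB/C and the other E0771 and AT3 libraries C57BL/6; all were kept in their groups. Replicate numbers were not used as a pairing in the planned tests.

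Counts outside Rn45s ran from 1893268 to 5749088 in lines, 470712 to 1185233 in neutrophils and 683150 to 1755895 in macrophages. Lars2 took 9.91% to 17.6% of all counts in lines and 0.0899% to 0.292% in sorted cells. All libraries were kept. Among the 48 pairs of replicates the chi-square over genes ran from 1.33 to 21.9 per degree of freedom, with no identical pair, so the spread between replicates exceeds counting error and the error model was estimated from the replicates.

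Differences were tested with the edgeR 4.0.16 quasi-likelihood test in R 4.3.3, with TMM factors, filterByExpr by group (minimum count 10, minimum total 15) and Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p below 0.05. The 24 line libraries, the 12 libraries of each sorted cell type and, for comparisons between cell types, the 24 sorted libraries were fitted together. Any difference was an F test over the groups. Macrophages against neutrophils is the mean of the 4 within-tumour differences, Epi against Mes the mean of the 4 same-strain differences, and the interactions are differences of differences. Gene lists were tested with limma 3.58.1 camera on the deposited counts, adjusted over the lists of a comparison. This was done at a preset correlation of 0.01 and with the correlation estimated from the residuals. DESeq2 1.42.0 was an alternative. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 made the summaries. CPM in Results, apart from those of receptor genes, are counts scaled to a common total with TMM factors, computed here from the deposited counts. CPM of receptor genes, of the figures and of the sections after Results are scaled to the counts outside Rn45s, without TMM factors. Values on these different scales cannot be compared directly. Log2 differences are given with the SE, levels with the SD.

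Receptor genes, 1414 olfactory and vomeronasal receptor genes, stand for background. A gene is above background where its mean level per base of exon in the libraries of the fit is at least 10 times that of the receptor genes. The receptor share was compared between cell types by 100000 permutations of the cell-type labels within tumours, 2-sided.

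The comparisons of groups, the shared direction of 3 line pairs, the interactions, the gene lists, the rule for named genes, and alternatives in size factors, filtering, a replicate block, the groups fitted, DESeq2, fry and leaving out each library were set before the data were examined. Epi against Mes, genes above background, factors from those genes and the swaps of line pairs in the shared direction were added after values had been seen.

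The rule names, for each comparison of groups, the 6 higher and 6 lower genes with the largest log2 difference that pass, have a mean log2 CPM of at least 4 and whose replicates do not overlap, leaving out predicted and clone-named models. To these it adds up to 4 passing members of each list, and genes named in advance: Csf3, Csf2, Cxcl1, Cxcl2, Cxcl5, Csf1, Ccl2, Epcam, Cdh1, Vim and Zeb1 in lines, Nos2, Cd274, Ptgs2, Il1b, Cxcr2 and S100a8 in neutrophils, Mrc1, Nos2, Cd274, H2-Aa, Cx3cr1, Ccr2 and Spp1 in macrophages. Some genes the rule names are not reported here. Any difference names the 6 genes with the largest range, shared direction the 8 highest and 8 lowest. Krt8 in the PyMT pair and genes shown for levels in the closing section were chosen after values were seen. A ratio to a group without counts uses a floor of 3 counts over the group.

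The comparisons were tested on simulated data, with 200 genes changed. At a 2-fold change the line pairs recovered 57% to 66% of the genes so changed. The neutrophil pairs recovered 8% to 9%, the macrophage pairs 8% to 10%, macrophages against neutrophils 59% and the interactions 0%. At a 4-fold change these were 85% to 94%, 69% to 77%, 50% to 57%, 88% and 17% to 22%. At most 13 unchanged genes were called, and no change was called in the wrong direction. Every comparison was also repeated on other splits of its libraries, 10 for 3 against 3 and 40 drawn for the larger ones.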

Results

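The series holds RNA-seq counts for 48 mouse libraries in 16 groups of 3. 24 libraries came from 8 breast tumour cell lines in culture: T11, 2208L, 67NR and 4T1, labelled BALB/C, and PyMT-M, PyMT-N, E0771 and AT3, labelled C57BL/6. The other 24 held neutrophils and macrophages sorted from T11, 2208L, E0771 and AT3 tumours, 12 libraries of each cell type. Total counts ran from 2058329 to 6262942 in the lines, 669862 to 3341097 in neutrophils and 1862321 to 6240372 in macrophages. Rn45s, the ribosomal RNA precursor, took 8.4% ± 3.0 of the counts in lines (SD, n = 24), 53.8% ± 12.1 in neutrophils and 67.9% ± 6.14 in macrophages (n = 12 each). Outside Rn45s, olfactory and vomeronasal receptor genes, silent in most tissues, took 1430 ± 624 CPM (counts scaled to a common total) in lines, 9640 ± 4330 in neutrophils and 1950 ± 950 in macrophages. Within tumours the receptor share was higher in neutrophils by 2.33 log2 on average (permutation p = 4e-05). Among neutrophils it was highest in T11 tumours, 15100 ± 3060, and lowest in 2208L tumours, 5160 ± 1200 (n = 3 each), so neutrophil results are also given for genes above this background. The labels do not name separate animals or cultures, so p-values measure only the spread between libraries, which may be technical.

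**Figure D1:**
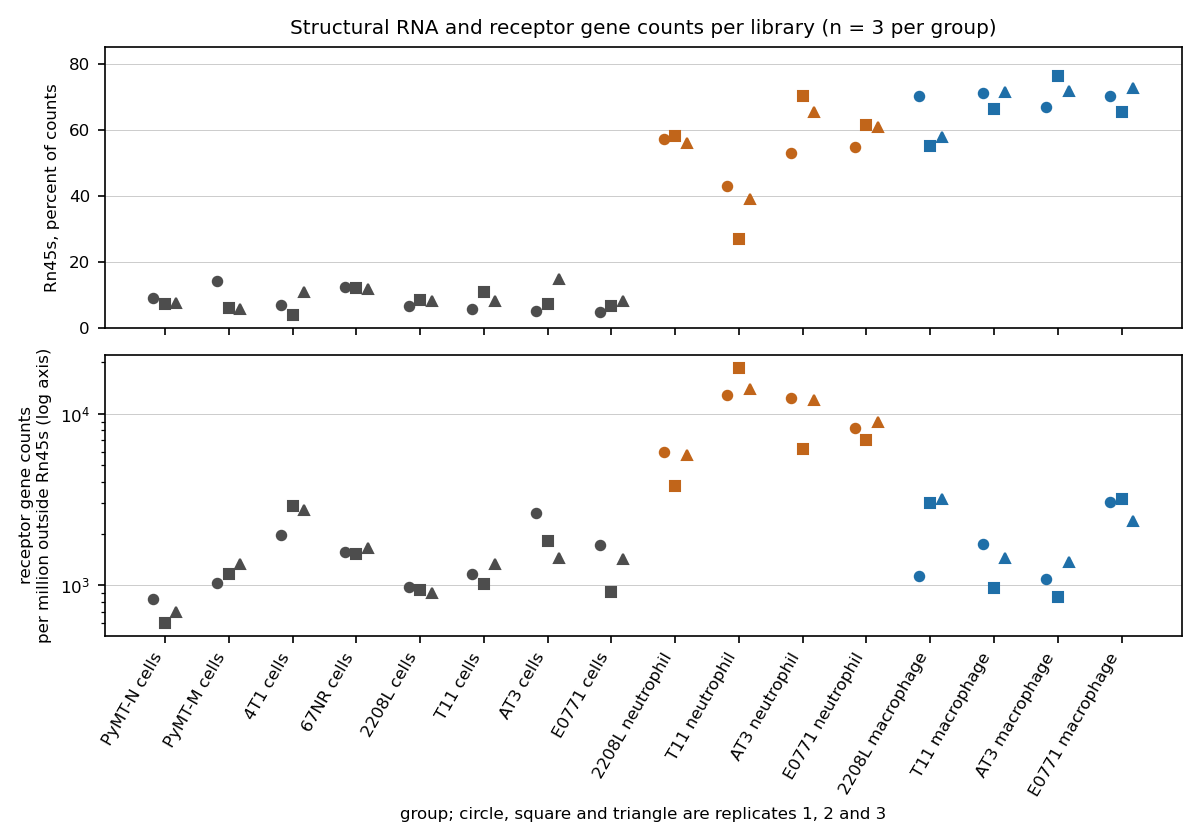
Rn45s as a percentage of all counts (top) and receptor genes in CPM outside Rn45s (bottom), 1 point per library, grouped by line or by tumour and sorted cell type. Rn45s is high in all sorted cells, and the receptor share is highest in neutrophils.

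Which genes differ between the 8 lines was asked first. Of 18348 genes tested, 16357 differed in at least 1 line. The largest ranges belonged to Timp3, an inhibitor of metalloproteinases, from 2.4 ± 0.561 normalised CPM (SD, n = 3) in PyMT-M to 5810 ± 111 in 2208L (adjusted p = 1.94e-92), and to the prostaglandin synthase Ptgs2, from 4.11 ± 1.36 in PyMT-M to 3380 ± 294 in PyMT-N (adjusted p = 1.31e-83). Krt7, Mtap, Thbs1 and Cd24a came next (adjusted p = 4.67e-87, 3.91e-61, 1.48e-81 and 7.55e-81). Thbs1, a secreted matrix glycoprotein, stood at 6.98 ± 1.38 CPM in E0771 and 4.95 ± 0.556 in PyMT-M against 57.5 ± 6.06 in AT3, the next line up, and 2970 ± 206 in 2208L. Cd24a, a surface glycoprotein of luminal cells, was near 1 CPM in PyMT-M and 67NR and reached 759 ± 30.4 in 2208L. PyMT-M and E0771 were the closest of the 28 pairs of lines: 1232 genes differed, 477 higher and 755 lower in E0771, against 7048 for the next closest pair, T11 and AT3, and 12143 for PyMT-N and 4T1. Of 28 interferon-response genes, 21 were higher in E0771 than in PyMT-M.

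**Figure D2:**
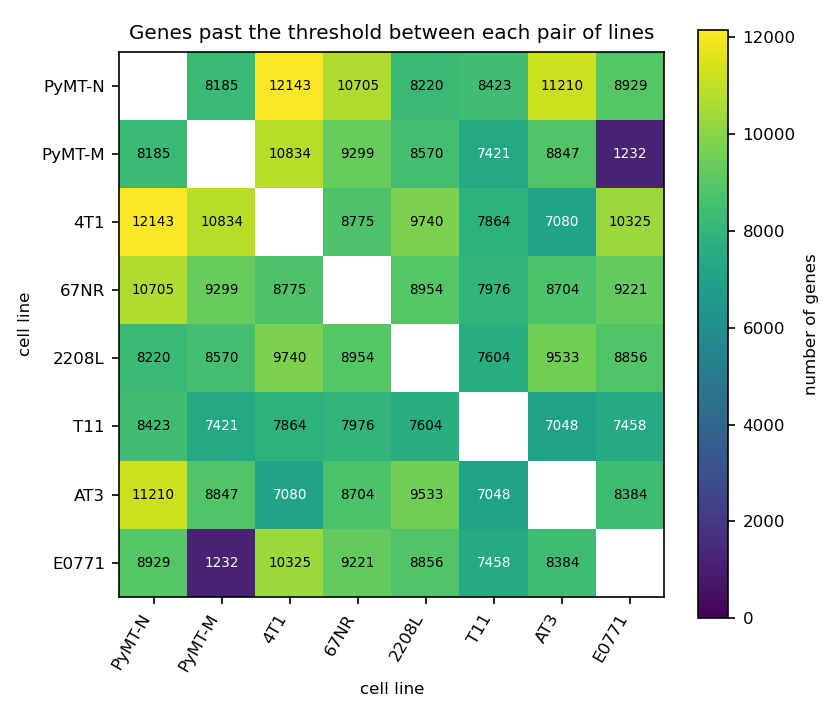
Heat map of the number of genes past the adjusted p threshold between each pair of the 8 lines (3 libraries each). PyMT-M and E0771 differ least.

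PyMT-N and PyMT-M carry the same labelled strain, and their comparison asks how far lines of 1 name diverge. PyMT-M differed in only 1232 genes from E0771, a line of another name, and a mix-up of cultures was not excluded. The comparison may therefore not be one of lines of shared origin. The labels give passage 14 for PyMT-N and passage 7 for PyMT-M, so passage differs with the line. 4491 genes were higher in PyMT-N and 3694 lower. PyMT-N cells express the epithelial genes Krt7, Krt18, Epcam and Cdh1, which PyMT-M cells nearly lack, while the keratin Krt8 was present in both, 1030 ± 49.3 against 62.7 ± 2.31 CPM. Krt7, a keratin of simple epithelia (ENSMUSG00000023039.17, mm10 chromosome 15, 101411043 to 101430313), stood at 1710 ± 1.65 CPM in PyMT-N and 1.78 ± 0.86 in PyMT-M, a log2 difference of 9.90 ± 0.17 (SE, n = 3 and 3, adjusted p = 6.75e-65). Its partner Krt18 rose by 8.93 ± 0.16, from 2.3 ± 0.475 to 1140 ± 53.2 CPM. Epcam, an epithelial adhesion molecule, rose from 3.27 ± 0.707 to 454 ± 12.8 CPM, and Cdh1, E-cadherin, from 6.22 ± 1.46 to 457 ± 38.9. Vim, the intermediate filament of mesenchymal cells, fell from 2530 ± 118 to 160 ± 6.6 CPM, and Zeb1, a repressor of Cdh1, from 83.4 ± 1.99 to 6.73 ± 1.17. All 21 epithelial genes rose (camera adjusted p = 3.21e-62). Mesenchymal genes split: 6 rose, 9 fell and 6 did not pass (adjusted p = 0.00994; adjusted p = 0.112 with an estimated correlation). Among them Twist2 (log2 -6.46 ± 0.37) and Col3a1 (-5.78 ± 0.15) fell, while Fn1, fibronectin, rose from 14.5 ± 2.27 to 2480 ± 284 CPM and Cdh2, N-cadherin, by 5.84 ± 0.17. Where no other count is given for a list, the count adjusted over the list alone was the same as over all genes.

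Secreted signals differed as well. Ptgs2 (ENSMUSG00000032487.8, chromosome 1, 150100031 to 150108227) rose by 9.69 ± 0.15 log2. Of 15 ligands and growth factors that draw or sustain neutrophils, 9 were higher in PyMT-N, 1 was lower and 5 did not pass, or 10 and 1 adjusted over the list alone (adjusted p = 6.42e-11). Csf3, the granulocyte colony-stimulating factor (ENSMUSG00000038067.2, chromosome 11, 98701263 to 98703629), rose from 0.772 ± 0.196 to 169 ± 2.64 CPM (log2 7.72 ± 0.23), Cxcl5 by 7.20 ± 0.23, Il1a by 8.64 ± 0.18 and Csf2 by 3.09 ± 0.33. Cxcl1 (-0.57 ± 0.71, adjusted p = 0.558) and Csf1 (0.06 ± 0.11, adjusted p = 0.674) did not pass. The 9 genes tested of the macrophage-attracting list went both ways, 5 up and 2 down. Ccl2, the main monocyte chemokine (ENSMUSG00000035385.5, chromosome 11, 82035571 to 82037453), fell from 70.8 ± 13.8 to 0.678 ± 0.471 CPM (log2 -6.51 ± 0.25, adjusted p = 4.64e-40). Of 28 interferon-response genes 25 rose (adjusted p = 8.52e-12), among them Isg15 (4.82 ± 0.25) and Irf7 (4.06 ± 0.22). H2-K1, a classical MHC class I chain, rose from 58.7 ± 2.23 to 781 ± 5.75 CPM, with 7 of 12 class I genes up and 2 down (adjusted p = 0.000768; adjusted p = 0.0598 with an estimated correlation). 12 of 15 cholesterol-synthesis genes rose, 13 adjusted over the list alone (adjusted p = 1.74e-05), Fdft1 by 2.05 ± 0.12. 9 of 15 matrix-remodelling genes rose and 4 fell (adjusted p = 3e-07), with Mmp9 up by 5.24 ± 0.18.

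6 of the largest falls in PyMT-N, in Plaa, Mtap, Jun, Mysm1, Ift74 and Nfia, were genes of chromosome 4 without a single count in the 3 PyMT-N libraries. With a floor of 3 counts over the group, a bound for counting error only, Plaa, an activator of phospholipase (ENSMUSG00000028577.13, 94567514 to 94603244), was at least 726-fold lower than its 181 ± 5.66 CPM in PyMT-M. Mtap, which salvages methionine (ENSMUSG00000062937.7, 89137122 to 89181081), was at least 715-fold lower, and Jun, a subunit of AP-1 (ENSMUSG00000052684.4, 95049034 to 95052222), at least 419-fold. Mysm1, Ift74 and Nfia were at least 276-fold, 100-fold and 72.9-fold lower.

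**Figure D3:**
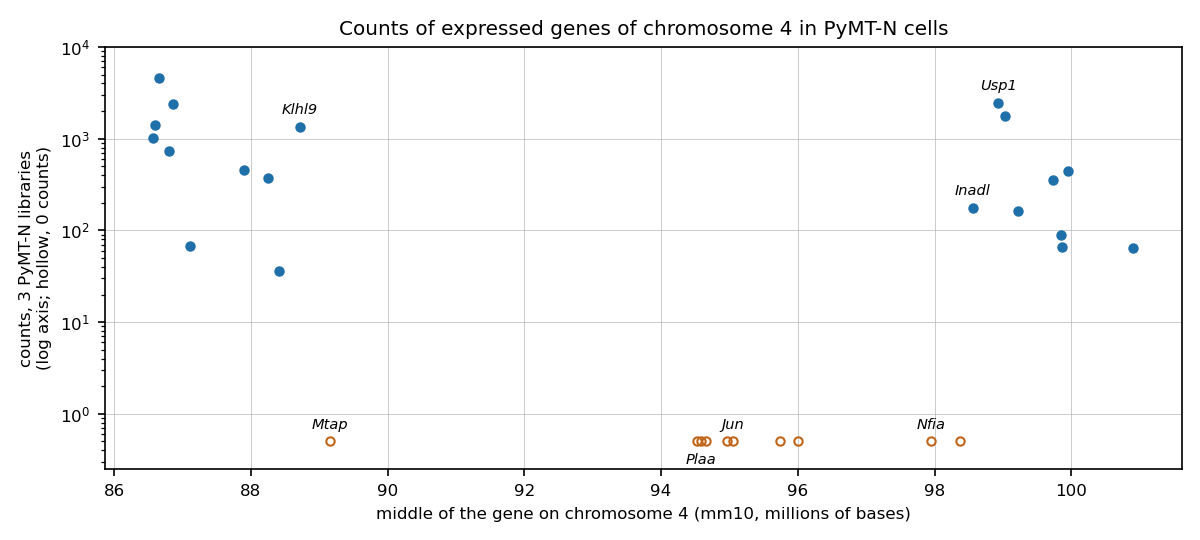
Summed counts in the 3 PyMT-N libraries for expressed genes along part of chromosome 4, by position in mm10, log axis; hollow points are genes with 0 counts. 10 genes in a row have none.

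4T1 and 67NR are sister lines of 1 BALB/c mammary tumour, and comparing them asks what separates cells of shared origin. 4323 genes were higher in 4T1 and 4452 lower. With factors from genes above background 5492 were higher and 3715 lower, so the balance of directions depends on the centring. 4T1 cells express epithelial genes that 67NR cells barely express. Cd24a (ENSMUSG00000047139.9, chromosome 10, 43578284 to 43584265) rose from 1.06 ± 0.395 CPM in 67NR to 478 ± 45.6 in 4T1, log2 8.79 ± 0.17 (adjusted p = 1.19e-60). Krt8, a keratin, rose from 3.02 ± 0.387 to 470 ± 48.7 CPM, and Epcam from 2.6 ± 0.864 to 179 ± 16. Krt18 (7.59 ± 0.15), Krt7 (7.42 ± 0.15), the secreted inhibitor Wfdc2 (8.46 ± 0.18) and Cdh1 (5.37 ± 0.14) moved with them. All 21 epithelial genes rose (adjusted p = 9.42e-83), while 13 of 21 mesenchymal genes fell and 4 rose (adjusted p = 3.81e-08). Pdpn, podoplanin (ENSMUSG00000028583.14, chromosome 4, 143267431 to 143299564), fell from 289 ± 16.3 to 1.21 ± 0.253 CPM (log2 -7.85 ± 0.19), Cdh2 by 4.84 ± 0.18, Prrx1 by 4.01 ± 0.16 and Zeb1 by 3.54 ± 0.15. Vim fell less, from 2670 ± 69.2 to 754 ± 35.2 CPM, and Postn, periostin, rose by 3.65 ± 0.15. The superoxide dismutase Sod3 fell by 5.95 ± 0.22.

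Of the neutrophil-attracting genes 4 rose, 1 fell and 10 did not pass: Csf3 rose from 1.04 ± 0.514 to 15.4 ± 3.48 CPM (log2 3.82 ± 0.30) and the cytokine Lif by 1.62 ± 0.13, Cxcl5 fell (-1.95 ± 0.13) and Cxcl1 did not pass. 7 of 9 macrophage-attracting genes fell and 1 rose (adjusted p = 2.46e-10). Ccl2 fell from 121 ± 1.78 to 3.39 ± 1.1 CPM (log2 -5.12 ± 0.18), Cxcl12 by 3.73 ± 0.16, Vegfa by 2.36 ± 0.14, and Csf1, the macrophage colony-stimulating factor, from 412 ± 11.3 to 171 ± 3.09 CPM. Of 28 interferon-response genes 15 rose and 2 fell, with 17 up adjusted over the list alone (adjusted p = 0.00299; adjusted p = 0.0567 with an estimated correlation). Psmb8, a subunit of the immunoproteasome, rose from 0.765 ± 0.219 to 39.2 ± 2.7 CPM. 14 of 15 cholesterol-synthesis genes rose (adjusted p = 5.88e-13), Fdps by 1.69 and Cyp51 by 1.92 ± 0.10. 12 of 15 ER-stress genes fell and 2 rose (adjusted p = 4.34e-05; adjusted p = 0.0794 with an estimated correlation), with Ddit3 (-3.48 ± 0.23) and Trib3 (-2.53 ± 0.18) down. Among matrix genes the protease Plau rose by 4.64 ± 0.17.

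2208L and T11, the BALB/C lines that also gave tumours for sorting, were compared to ask what the tumour cells themselves bring. 4168 genes were higher in 2208L and 3436 lower. Keratins and claudins were higher in 2208L, and Sparc, Col1a2 and Col3a1 in T11. Krt7 rose from 1.9 ± 1.16 CPM in T11 to 1430 ± 45.7 in 2208L (log2 9.64 ± 0.17, adjusted p = 3.22e-63), Krt8 from 1.72 ± 0.265 to 1030 ± 67.5, Epcam (ENSMUSG00000045394.9, chromosome 17, 87635979 to 87651129) from 2.67 ± 1.62 to 245 ± 7.74 and Cdh1 (ENSMUSG00000000303.12, chromosome 8, 106603351 to 106670246) from 8.6 ± 0.441 to 261 ± 13. The tight-junction gene Cldn3 rose by 7.40 ± 0.23 and Lad1, which anchors epithelium to its basement membrane, by 7.50. In all, 20 of 21 epithelial genes rose, 21 adjusted over the list alone (adjusted p = 1.91e-71). Sparc, a collagen-binding matrix protein (ENSMUSG00000018593.13, chromosome 11, 55394500 to 55423183), fell from 415 ± 10.4 to 3 ± 0.154 CPM (log2 -7.09 ± 0.16, adjusted p = 1.06e-56). Col1a2 (-6.38 ± 0.14), Col3a1 (-5.67 ± 0.15), the receptor kinase Axl (-5.02 ± 0.12), the growth factor Ptn (-7.28 ± 0.22) and Crabp1, which binds retinoic acid (-7.46 ± 0.21), fell too. Vim (ENSMUSG00000026728.9, chromosome 2, 13573927 to 13582826) fell from 2880 ± 55.5 to 276 ± 13.3 CPM. 13 of 21 mesenchymal genes fell and 1 rose, 14 and 2 adjusted over the list alone (adjusted p = 7.74e-23).

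8 of 15 neutrophil-attracting genes rose in 2208L and 7 did not pass (adjusted p = 7.38e-06). The chemokine Cxcl5 (ENSMUSG00000029371.7, chromosome 5, 90759360 to 90761624) rose from 2.14 ± 0.737 to 227 ± 47.6 CPM (log2 6.66 ± 0.20), Lif by 5.98 ± 0.18, Cxcl1 from 2.14 ± 0.296 to 45.8 ± 6.07 CPM and Csf3 from 0.816 ± 0.915 to 13.1 ± 2.33. Ccl2 fell from 35.9 ± 3.19 to 0.855 ± 0.678 CPM (log2 -5.46 ± 0.29) and Ccl5 by 3.74 ± 0.31, in a macrophage-attracting list with 3 genes up and 4 down, while Csf1 did not pass (0.17 ± 0.10, adjusted p = 0.19). Timp3 (ENSMUSG00000020044.13, chromosome 10, 86300372 to 86349506) rose by 4.47 ± 0.10 and Mmp2, a gelatinase, fell by 3.88 ± 0.20, in a matrix-remodelling list with 7 genes up and 4 down (adjusted p = 0.172). 9 of 12 class I genes rose and 2 fell, 10 and 2 adjusted over the list alone (adjusted p = 3.28e-05), with the peptide-loading gene Tapbp up by 2.42 ± 0.12. 14 of 15 cholesterol-synthesis genes rose (adjusted p = 9.41e-08), Dhcr7 by 2.11 ± 0.13. 12 of 15 ER-stress genes rose and 1 fell, 12 and 2 adjusted over the list alone (adjusted p = 6.2e-06), Xbp1 by 3.01 ± 0.11 and Ddit3 by 2.94 ± 0.20. 12 of 19 hypoxia and glycolysis genes fell and 3 rose, 14 and 3 adjusted over the list alone (adjusted p = 0.00365; adjusted p = 0.229 with an estimated correlation), Egln3 by 2.33 ± 0.19. Interferon-response genes split, 13 up and 7 down, 14 and 7 adjusted over the list alone, Irf1 by 2.39 ± 0.14 and Isg15 by 2.16 ± 0.19.

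AT3 and E0771, the C57BL/6 lines that also gave tumours, were compared for the same reason. E0771 was grown in another medium than AT3, so culture differs with the line. 3736 genes were higher in AT3 and 4648 lower. With factors from genes above background 5837 were higher and 3352 lower, so the balance of directions depends on the centring. Interferon and antigen-presentation genes were lower in AT3. H2-K1 (ENSMUSG00000061232.16, chromosome 17, 33996017 to 34000347) stood at 3.79 ± 0.07 CPM in AT3 and 102 ± 10.4 in E0771 (log2 -4.75 ± 0.14, adjusted p = 1.5e-46). Bst2, a surface protein that tethers virions (ENSMUSG00000046718.8, chromosome 8, 71534255 to 71537456), fell from 190 ± 26.6 to 14 ± 0.559 CPM, Isg15 by 4.23 ± 0.31, Oasl2 by 3.71 ± 0.19, Psmb8 by 5.13 ± 0.20 and the peptide transporter Tap1 by 3.16 ± 0.15. 23 of 28 interferon-response genes fell and 1 rose (adjusted p = 3.69e-20), and 10 of 12 class I genes fell and 1 rose (adjusted p = 1.58e-19). 13 of 15 ER-stress genes fell (adjusted p = 3.37e-08), Trib3 by 3.11 ± 0.14 and Asns by 1.56 ± 0.09.

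The epithelial list did not separate this pair: 6 genes were higher in AT3, 3 were lower and 12 did not pass (adjusted p = 0.582). Epcam stood at 2.18 ± 0.32 CPM in AT3 and 2.86 ± 0.794 in E0771 (log2 -0.33 ± 0.33, adjusted p = 0.439). Krt18 rose from 3.08 ± 0.839 to 34.2 ± 2.04 CPM and Krt8 fell from 137 ± 2.43 to 14.2 ± 0.956. Of 21 mesenchymal genes 9 rose and 6 fell (adjusted p = 8.44e-07): Fn1 rose from 16.3 ± 3.24 to 428 ± 47.8 CPM, the proteoglycan Dcn by 4.90 ± 0.20 and Snai2 by 4.12 ± 0.21, and Zeb1 did not pass (-0.16 ± 0.10, adjusted p = 0.183). Ptn (ENSMUSG00000029838.11, chromosome 6, 36714929 to 36810220) rose from 1.25 ± 0.124 to 143 ± 19.5 CPM (log2 6.81 ± 0.19) and the tetraspanin Cd81 from 1.35 ± 0.523 to 157 ± 20.7. The homeobox gene Esx1 fell by 7.33 ± 0.26. Cxcl5 (2.84 ± 0.36) and Cxcl1 (2.49 ± 0.41) rose among 15 neutrophil-attracting genes, of which 3 rose and 1 fell, or 2 and 1 adjusted over the list alone, and Csf3 did not pass (-0.42 ± 0.55, adjusted p = 0.556). Ccl2 rose by 1.20 ± 0.12, and Vegfa fell by 1.40 ± 0.12. 11 of 22 proliferation genes rose and 8 fell, 11 and 9 adjusted over the list alone, and among 19 hypoxia and glycolysis genes 10 fell and 4 rose.

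**Figure D4:**
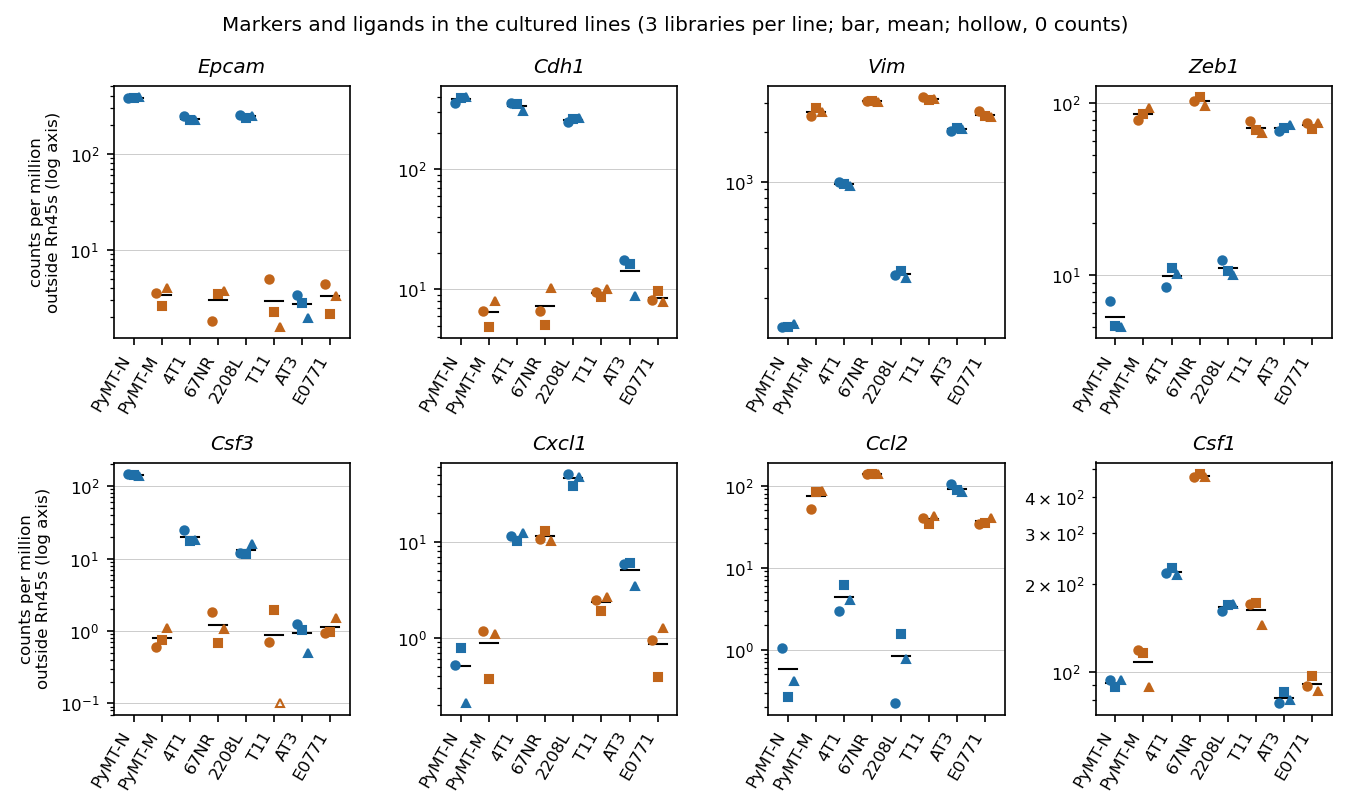
CPM outside Rn45s, log axis, of 4 epithelial or mesenchymal genes and 4 secreted signals in 8 lines, 3 libraries each; the bar is the mean, hollow points are 0. Blue lines carry the authors' suffix Epi and orange lines Mes.

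The column names give 2208L, 4T1, AT3 and PyMT-N the suffix Epi and the other 4 lines Mes, and the mean of the 4 same-strain comparisons asks what goes with it. 4353 genes were higher in the Epi lines and 4410 lower. In the mean keratins and claudins rose and Ccl2 fell, but AT3 against E0771 did not follow: there the epithelial list did not pass (adjusted p = 0.582), with Krt18 up and Krt8 down, Ccl2 rose by 1.20 ± 0.12, and 23 of 28 interferon-response genes fell. Cholesterol-synthesis genes did not pass as a list there either, with 2 up and 6 down (adjusted p = 0.372). The SE and p-values of this mean measure the spread of libraries within lines, not the spread between lines. PyMT-M and E0771, both Mes, differed in only 1232 genes. Krt18 rose by 5.95 ± 0.08 log2 (SE, n = 12 and 12 libraries from 4 lines each, adjusted p = 2.17e-75) and Krt7 by 6.79 ± 0.18. The claudins Cldn4 and Cldn7 rose by 5.82 ± 0.29 and 4.83 ± 0.18, Epcam by 4.82 ± 0.17 and Cdh1 by 4.27 ± 0.09. Zeb1 fell by 2.47 ± 0.07, Sparc by 3.35 ± 0.06 and the transcription factor Tbx3 by 4.07 ± 0.12. All 21 epithelial genes rose (adjusted p = 6.99e-53), and 12 of 21 mesenchymal genes fell and 4 rose (adjusted p = 2.79e-12), Fn1 among the latter (3.79 ± 0.06). 10 of 15 neutrophil-attracting genes rose (adjusted p = 6.04e-05): Csf3 by 3.72 ± 0.28, Cxcl5 by 3.69 ± 0.13, Lif by 3.55 ± 0.10 and Cxcl1 by 1.54 ± 0.26. This list passed in the PyMT pair (camera adjusted p = 6.42e-11) and 2208L against T11 (7.38e-06). It did not pass in 4T1 against 67NR (0.381) or AT3 against E0771 (0.358), and Csf3 did not pass in the latter. 6 of 9 macrophage-attracting genes fell and 2 rose (adjusted p = 0.000788), Ccl2 by 3.97 ± 0.11 (adjusted p = 1.2e-48) and Csf1 by 0.33 ± 0.05. Among the 4 pairs the macrophage-attracting list passed only in 4T1 against 67NR (camera adjusted p = 2.46e-10). It did not pass in the PyMT pair (0.855), 2208L against T11 (0.0821) or AT3 against E0771 (0.997). All 15 cholesterol-synthesis genes rose (adjusted p = 8.35e-14), Fdft1 by 1.19 and Hmgcs1 by 1.04. 16 of 28 interferon-response genes rose and 1 fell, 17 and 1 adjusted over the list alone (adjusted p = 0.0232; adjusted p = 0.115 with an estimated correlation; 0.163 on genes above background). Of 15 matrix-remodelling genes 9 rose and 4 fell (adjusted p = 0.0195), Plau by 2.84 ± 0.09 and Mmp2 by 2.26. Here the list passed in the PyMT pair alone (camera adjusted p = 3e-07). It did not pass in 4T1 against 67NR (0.543), 2208L against T11 (0.172) or AT3 against E0771 (0.571).

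Genes that moved 1 way in all of PyMT-N against PyMT-M, 4T1 against 67NR and 2208L against T11 numbered 786 higher and 368 lower, where independent lists would share 240 and 168. On genes above background they numbered 696 and 472, against 332 and 377. Krt7, Cldn3, Cldn4, Epcam, Lad1, Perp, Kcnk1 and Cldn7 led the higher ones. Perp, a desmosome protein, stood at 483 ± 11.7 CPM in PyMT-N, 191 ± 8.03 in 4T1 and 417 ± 13.3 in 2208L, and at 10.3 ± 2.25 or less in the other 5 lines. Ccl2, S100a4, Rhox5, Pcolce, Adh7, Emp3, Zeb1 and Bcat1 led the lower ones. S100a4, a calcium-binding protein of motile cells, stood at 21.9 ± 2.76, 133 ± 5.45 and 32.1 ± 4.24 CPM in PyMT-N, 4T1 and 2208L against 217 ± 28.9, 1600 ± 108 and 672 ± 63 in their partners. With AT3 against E0771 as a 4th comparison 246 and 194 genes remained, where independent lists would share 48.9 and 42.5. PyMT-M and E0771 differed in only 1232 genes. The PyMT and AT3 pairs thus nearly share a partner line, and 48.9 and 42.5 cannot serve as a baseline. With AT3 against E0771 in place of the PyMT pair the counts were 329 and 376, nearer to the 200 and 211 of independent lists.

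Macrophages were compared with neutrophils of the same tumours to check the sort and to give the difference of cell type. 6180 genes were higher in macrophages and 9304 lower. Restricted to genes above background these were 1451 and 1312, and every gene given with a value except Ptprc kept its sign there. The balance of directions depended on the centring: with factors from those genes, lower genes took a larger share of all genes called. The S100 genes of neutrophils and the receptors of both cell types separate them sharply. S100a9 (ENSMUSG00000056071.12, chromosome 3, 90692632 to 90695721), calgranulin B, fell by 8.84 ± 0.35 log2 (SE, n = 12 and 12, adjusted p = 4.64e-27) and its partner S100a8 (ENSMUSG00000056054.9, chromosome 3, 90668978 to 90670035) by 7.98 ± 0.31. The chemokine receptor Cxcr2 (-6.60 ± 0.34), the histidine decarboxylase Hdc (-6.36 ± 0.25), Csf3r, the receptor of Csf3 (-3.58 ± 0.22), and Ptgs2 (-3.98 ± 0.22) fell as well. All 15 genes of the neutrophil core list fell (adjusted p = 3.21e-22). Csf1r, the receptor of Csf1 (ENSMUSG00000024621.16, chromosome 18, 61100598 to 61132149), rose by 3.30 ± 0.20 (adjusted p = 9.29e-20), the acid phosphatase Acp5 (ENSMUSG00000001348.15, chromosome 9, 22126727 to 22135711) by 3.91 ± 0.21, the complement gene C1qa by 3.32 ± 0.22 and Emr1, which encodes F4/80, by 2.30 ± 0.16. 15 of 16 macrophage core genes rose (adjusted p = 2.38e-24). These 2 list calls held with an estimated correlation, and the others of this comparison did not.

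14 of 16 lipid and lysosome genes rose (adjusted p = 2.13e-10; adjusted p = 0.112 with an estimated correlation), and 9 of 10 class II genes (adjusted p = 6.44e-09; adjusted p = 0.131 with an estimated correlation), with Cd74, the invariant chain, up by 3.21 ± 0.29. 20 of 22 proliferation genes rose (adjusted p = 2.33e-07; adjusted p = 0.131 with an estimated correlation), Mki67 by 2.41 ± 0.16, and all 12 class I genes (adjusted p = 7.22e-07; adjusted p = 0.131 with an estimated correlation). On genes above background these last calls ended (adjusted p = 0.29 and 0.104). 17 of 28 interferon-response genes rose and 4 fell (adjusted p = 0.0103; adjusted p = 0.426 with an estimated correlation), and on genes above background the list turned lower (adjusted p = 0.031). 11 of 14 granule genes fell and 2 rose. Among markers of other cells, 20 of 22 epithelial genes fell (adjusted p = 0.00724; adjusted p = 0.183 with an estimated correlation), as did 8 of 9 fibroblast genes (adjusted p = 0.0476; adjusted p = 0.277 with an estimated correlation). The endothelial (7 of 9 down, adjusted p = 0.0675), dendritic-cell (6 of 10 down and 1 up, adjusted p = 0.288), B-cell (4 of 6 down, adjusted p = 0.295), T and NK cell (4 of 14 down and 1 up, 1 and 1 adjusted over the list alone, adjusted p = 0.8) and erythroid lists (both genes tested down, adjusted p = 0.298) did not pass. On genes above background 3 epithelial genes remained and that call ended (adjusted p = 0.0845), and the fibroblast, endothelial, B-cell, T and NK cell and erythroid lists could not be tested. Ptprc, which encodes CD45, rose by 0.67 and turned to -0.35 on genes above background.

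Which genes differ with the tumour was asked in neutrophils. 5698 of 18158 genes differed, and 1181 did among genes above background. Without replicate 2 of every tumour the count fell to 2633 and without replicate 3 to 1228. The largest ranges were in the non-coding RNA H19 (adjusted p = 8.35e-16), S100a4 (6.98e-13), Tes (2.46e-11), Trf (2.98e-13), Met (4.29e-13) and Igfbp5 (3.06e-14). 5 of them were highest in 2208L neutrophils: H19 stood at 246 ± 17.8 CPM there against 3.68 ± 2.23 in AT3, Igfbp5, which binds insulin-like growth factors, at 392 ± 45.2 against 12.9 ± 7.18, and Trf, transferrin, at 1040 ± 145 against 29.1 ± 5.29 in T11 neutrophils. S100a4 was highest in AT3 neutrophils, 173 ± 55.9 CPM, and lowest in 2208L neutrophils, 2.33 ± 0.805.

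Neutrophils of 2208L tumours, compared with those of T11 tumours, carried macrophage, lipid-handling and hypoxia transcripts. Whether the neutrophils themselves or other cells in the sort, such as macrophages, made these transcripts was not tested. The calls of these 3 lists ended with an estimated correlation (camera adjusted p = 0.148, 0.148 and 0.191). The libraries differed as well: Rn45s took 26.8% to 42.9% of counts in T11 neutrophils and 56.0% to 58.1% in 2208L neutrophils. Total counts ran from 669862 to 1084947 and from 1704364 to 2829099. The effect of this was not tested. 3523 genes were higher in 2208L neutrophils and 2266 lower. On genes above background the counts were 316 and 320, and with factors from those genes 459 and 12448, so the balance of directions depends on the centring. Without 2208L replicate 2 the total was 3333 and without T11 replicate 2 3657. The genes given with a log2 value in this paragraph kept their call in each of these settings. Their log2 values are those of the planned fit, and sizes shift with the centring, as for S100a8 and Ptgs2 in the next paragraph. Tes, a focal-adhesion protein (ENSMUSG00000029552.19, chromosome 6, 17065149 to 17105828), rose from 16.8 ± 5.71 CPM to 856 ± 42.4 (log2 5.65 ± 0.52, SE, n = 3 and 3, adjusted p = 1.19e-09). Met, the receptor of hepatocyte growth factor (ENSMUSG00000009376.15, chromosome 6, 17463800 to 17573980), rose from 36.5 ± 10.2 to 1070 ± 129 CPM, and Lcn2, an iron-trapping lipocalin (ENSMUSG00000026822.14, chromosome 2, 32384633 to 32388252), from 22.8 ± 9.24 to 626 ± 24.2. Trf (5.16 ± 0.47), H19 (5.22 ± 0.40) and Wfdc18 (4.72 ± 0.37) rose too, and S100a4 (ENSMUSG00000001020.8, chromosome 3, 90603771 to 90606045) fell from 23.9 ± 9.62 to 2.33 ± 0.805 CPM. 15 of 16 macrophage core genes rose (adjusted p = 4.16e-17; adjusted p = 0.148 with an estimated correlation): Apoe, which carries lipid, from 72.5 ± 18.6 to 1550 ± 447 CPM and C1qb by 3.48 ± 0.46. 13 of 15 lipid and lysosome genes rose, 13 up and 1 down adjusted over the list alone (adjusted p = 1.16e-12; adjusted p = 0.148 with an estimated correlation), Spp1, osteopontin, from 60.1 ± 32.7 to 1520 ± 372 CPM and Itgax by 3.13 ± 0.41.

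16 of 19 hypoxia and glycolysis genes rose in 2208L neutrophils, 17 adjusted over the list alone (adjusted p = 3.53e-13; adjusted p = 0.191 with an estimated correlation), Ndrg1 by 3.15 ± 0.38 and the lactate dehydrogenase Ldha by 2.93. 8 of 10 class II genes rose (adjusted p = 7.08e-08; adjusted p = 0.176 with an estimated correlation), Cd74 from 141 ± 112 to 1510 ± 223 CPM. These 4 lists also passed on genes above background. There the calls of 6 others ended: interferon response (20 of 28 up, 23 up and 1 down adjusted over the list alone, adjusted p = 5.56e-08; adjusted p = 0.242 with an estimated correlation), ER stress (11 of 15 up, adjusted p = 4.54e-08; adjusted p = 0.176 with an estimated correlation), neutrophil core (10 of 15 up, 14 adjusted over the list alone, adjusted p = 7.69e-06; adjusted p = 0.27 with an estimated correlation), suppression (10 of 17 up, adjusted p = 8.13e-06; adjusted p = 0.236 with an estimated correlation), cytokines (9 of 17 up, 11 up and 1 down adjusted over the list alone, adjusted p = 0.000172; adjusted p = 0.246 with an estimated correlation) and class I (5 of 12 up, adjusted p = 0.00377; adjusted p = 0.27 with an estimated correlation). Their adjusted p on genes above background were 0.771, 0.272, 0.946, 0.694, 0.446 and 0.771. Il1a, an alarmin, rose from 10.4 ± 3 to 168 ± 7.84 CPM and Xbp1, a regulator of secretion, by 3.12 ± 0.41. S100a8 (1.49) passed over all genes and not above background, where it was 0.04, and Ptgs2 turned from 1.39 to -0.09. 9 of 21 epithelial genes rose and 1 fell (adjusted p = 9.06e-05; adjusted p = 0.176 with an estimated correlation), Krt18 from 7.4 ± 1.04 to 92.1 ± 10.2 CPM and Krt8 by 3.19 ± 0.35, while 3 of 9 dendritic-cell genes, 2 of 8 endothelial genes (3 adjusted over the list alone) and 1 of 6 B-cell genes fell. Above background 2 epithelial genes remained (adjusted p = 0.0274), and the other 3 lists could not be tested.

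Neutrophils of AT3 tumours had 431 genes higher and 330 lower than those of E0771 tumours. Single libraries move this total: it was 2634 without AT3 replicate 1, 349 without AT3 replicate 3, and 205, 196 and 244 without E0771 replicates 1, 2 and 3. On genes above background it was 267 and 205, with factors from those genes 117 and 316, and 287 in all when only these groups were fitted. Fibronectin was higher and 10 of 28 interferon-response genes were lower in AT3 neutrophils. Fn1 (ENSMUSG00000026193.15, chromosome 1, 71585520 to 71653200) rose from 86.1 ± 35.1 to 2450 ± 726 CPM (log2 4.84 ± 0.64, SE, n = 3 and 3, adjusted p = 2.24e-05), Apoe from 67.9 ± 16.7 to 655 ± 166 and the lysozyme Lyz2 from 222 ± 14.4 to 1780 ± 740. Prok2, a chemoattractant (3.26 ± 0.52), and the chemokine Cxcl3 (2.76 ± 0.42) rose. Irgm1, an interferon-induced GTPase, fell from 80.3 ± 19.5 to 13.3 ± 10 CPM, and Ifit1 (-1.83 ± 0.39), Ifit2 (-1.87 ± 0.31) and Ifit3 (-1.52 ± 0.30) fell. So did the lymphoid receptor Slamf7 (-2.47 ± 0.29), Crmp1 (-2.64 ± 0.34) and Fbln2 (-2.41 ± 0.33). Of the 50 passing named genes of this comparison, only 24 were called in every setting.

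10 of 28 interferon-response genes fell in AT3 neutrophils, 17 down and 1 up adjusted over the list alone (adjusted p = 1.32e-14; adjusted p = 0.17 with an estimated correlation). 5 of 10 class II genes rose, 7 adjusted over the list alone (adjusted p = 2.06e-08; adjusted p = 0.17 with an estimated correlation), among them H2-Eb1 by 2.26 ± 0.45. 8 of 16 macrophage core genes rose (adjusted p = 1.9e-10; adjusted p = 0.182 with an estimated correlation), the fractalkine receptor Cx3cr1 by 2.36 ± 0.37. 5 of 15 neutrophil core genes rose, 11 adjusted over the list alone (adjusted p = 1.52e-08; adjusted p = 0.323 with an estimated correlation), Stfa2l1 by 2.35 ± 0.44. 5 of 19 hypoxia and glycolysis genes rose, 13 up and 1 down adjusted over the list alone (adjusted p = 4.19e-05; adjusted p = 0.451 with an estimated correlation). 3 of 22 proliferation genes fell, 4 adjusted over the list alone (adjusted p = 0.00104; adjusted p = 0.0959 with an estimated correlation), a call that ended on genes above background (adjusted p = 0.431). Among monocyte genes Ccr2 rose by 2.33 ± 0.32 and Ms4a4c fell by 1.74 ± 0.33. Whether Fn1 and the macrophage and class II transcripts came from AT3 neutrophils or from other cells in the sort was not tested. Nos2 (0.97, adjusted p = 0.199), Cd274 (0.27, adjusted p = 0.784) and Il1b (0.44, adjusted p = 0.732) did not pass. Of fibroblast genes 3 of 9 rose and 1 fell, 3 and 3 adjusted over the list alone, Dcn by 2.70 ± 0.46.

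**Figure D5:**
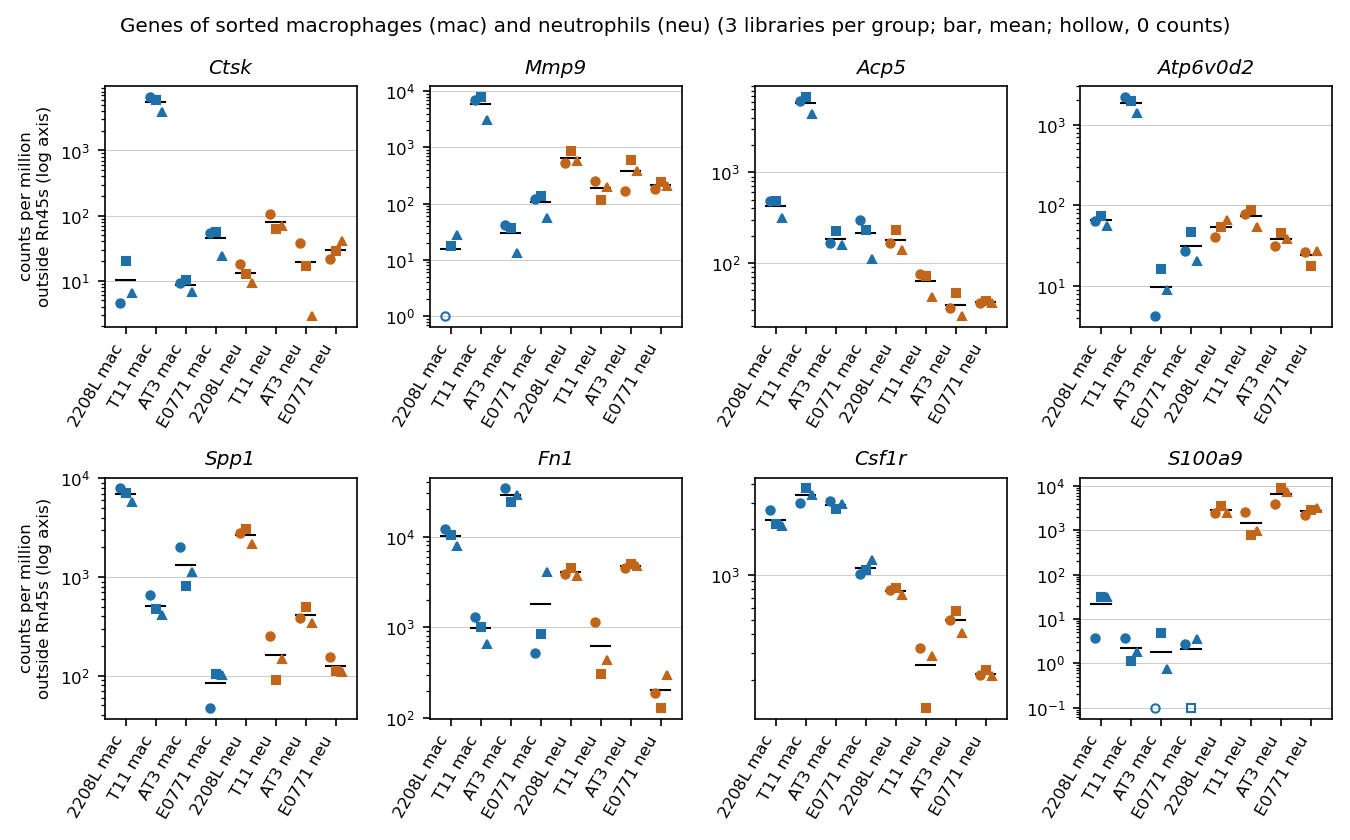
CPM outside Rn45s, log axis, of 8 genes in macrophages (blue) and neutrophils (orange) of 4 tumours, 3 libraries each; the bar is the mean. Ctsk, Mmp9, Acp5 and Atp6v0d2 are highest in T11 macrophages.

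The same question in macrophages gave 5222 of 14715 genes that differed with the tumour, or 2356 without replicate 2 of every tumour. Ctsk (adjusted p = 7.46e-21), Mmp9 (2.73e-16), S100a4 (1.51e-15), Atp6v0d2 (1.53e-18), Lcn2 (3.21e-17) and Slc9b2 (1.26e-16) had the largest ranges. All but Lcn2 were highest in T11 macrophages. Atp6v0d2, a proton-pump subunit of bone-resorbing cells (ENSMUSG00000028238.6, chromosome 4, 19876841 to 19922605), stood at 618 ± 144 CPM there against 3.72 ± 2.41 in AT3 macrophages, and the sodium-proton exchanger Slc9b2 at 243 ± 50.7 against 1.65 ± 1.43.

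Macrophages of 2208L tumours had 1144 genes higher and 1163 lower than those of T11 tumours, 1506 in all without T11 replicate 2. With factors from genes above background 1546 of 2317 were higher. Cathepsin K and gelatinase B mark the T11 side, class II and interleukin-1 genes the 2208L side. Ctsk (ENSMUSG00000028111.4, chromosome 3, 95499256 to 95509362) fell from 1820 ± 481 CPM in T11 macrophages to 3.09 ± 2.44 (log2 -9.13 ± 0.43, SE, n = 3 and 3, adjusted p = 2.68e-16), Mmp9 (ENSMUSG00000017737.2, chromosome 2, 164940780 to 164955850) from 1990 ± 892 to 4.35 ± 4.01 (log2 -8.90 ± 0.59) and S100a4 from 576 ± 120 to 2.65 ± 1.78 (log2 -7.83 ± 0.42). Lcn2 rose from 0.796 ± 0.787 to 168 ± 17.3 CPM (log2 7.66 ± 0.47, adjusted p = 1.87e-13), Trf from 11.8 ± 5.51 to 594 ± 133, Igfbp5 by 6.81 ± 0.44, H19 by 6.72 ± 0.56 and the protease Adamdec1 by 5.57 ± 0.51. All 10 class II genes rose (adjusted p = 7.24e-12; adjusted p = 0.104 with an estimated correlation), H2-Ab1 from 91.4 ± 85.3 to 781 ± 83.2 CPM. 12 of 16 macrophage core genes rose and 1 fell, 12 and 2 adjusted over the list alone (adjusted p = 4.58e-09; adjusted p = 0.134 with an estimated correlation), Apoe (ENSMUSG00000002985.16, chromosome 7, 19696109 to 19699188) from 348 ± 82.2 to 2890 ± 652 CPM. 8 of 16 lipid and lysosome genes rose and 2 fell (adjusted p = 9.69e-07; adjusted p = 0.147 with an estimated correlation). Itgax, CD11c (ENSMUSG00000030789.9, chromosome 7, 128129547 to 128150657), rose from 23.7 ± 8.1 to 456 ± 118 CPM and Spp1 (ENSMUSG00000029304.14, chromosome 5, 104435118 to 104441050) from 170 ± 41.3 to 2140 ± 587.

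8 of 15 cytokine genes rose in 2208L macrophages and 2 fell, 10 and 2 adjusted over the list alone (adjusted p = 4.27e-06; adjusted p = 0.134 with an estimated correlation), Il1b from 9.02 ± 4.55 to 240 ± 14.5 CPM and Il1a by 5.31 ± 0.49. 6 of 16 suppression genes rose, 7 adjusted over the list alone (adjusted p = 9.75e-05), Cd274, the checkpoint ligand PD-L1, by 1.34 ± 0.29. 5 of 9 granule genes rose, 6 adjusted over the list alone (adjusted p = 2.23e-06). 7 of 22 proliferation genes fell (adjusted p = 0.000606; adjusted p = 0.333 with an estimated correlation) and 4 of 13 alternative-activation genes rose (adjusted p = 0.00794; adjusted p = 0.153 with an estimated correlation). 2 of 12 class I genes fell, 5 adjusted over the list alone (adjusted p = 0.0123; adjusted p = 0.333 with an estimated correlation; 0.0979 on genes above background). Nos2 (1.29, adjusted p = 0.079) and Ccr2 (0.34, adjusted p = 0.595) did not pass. Markers of other cells were higher as well: 13 of 18 epithelial genes, 15 adjusted over the list alone (adjusted p = 7.24e-12), Krt18 from 1.4 ± 0.799 to 35.5 ± 13.4 CPM, and 6 of 12 T and NK cell genes, 8 adjusted over the list alone (adjusted p = 5e-05), Cd8a by 3.21 ± 0.70. So were 2 of 8 dendritic-cell genes (adjusted p = 0.0242, or 0.147 with an estimated correlation). Of 12 neutrophil core genes 5 rose and 1 fell, 6 and 1 adjusted over the list alone (adjusted p = 0.0355, or 0.134 with an estimated correlation). The neutrophil core call ended on genes above background (adjusted p = 0.0511). The epithelial, T and NK cell, granule and suppression calls held with an estimated correlation.

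Macrophages of AT3 tumours had 1425 genes higher and 1278 lower than those of E0771 tumours. The total was 1409 without AT3 replicate 2, 1683 without AT3 replicate 3 and 1411 on genes above background. With factors from those genes 653 were higher and 1811 lower, and with only these groups fitted 786 and 1461. In neutrophils Fn1 rose and 10 of 28 interferon-response genes fell, a list call that ended with an estimated correlation (camera adjusted p = 0.17). In macrophages too Fn1 rose and interferon genes fell. Fn1 rose from 503 ± 564 to 10900 ± 1570 CPM (log2 4.43 ± 0.49, SE, n = 3 and 3, adjusted p = 1.16e-07), Spp1 from 22.9 ± 8.9 to 492 ± 226 and Lyz2 from 748 ± 401 to 9060 ± 1090. Pmepa1, a target of TGF-beta signalling (ENSMUSG00000038400.15, chromosome 2, 173224458 to 173276533), rose from 2.06 ± 1.16 to 66.6 ± 11.8 CPM and the amino acid transporter Slc7a2 by 4.22 ± 0.34. Irf7, the regulator of type I interferon (ENSMUSG00000025498.15, chromosome 7, 141262706 to 141266481), fell from 205 ± 38.2 to 21 ± 9.05 CPM (log2 -3.27 ± 0.31, adjusted p = 4.28e-09), with Oasl1 by 3.61 ± 0.28. 21 of 28 interferon-response genes fell, 22 down and 1 up adjusted over the list alone (adjusted p = 3.58e-26). Ccr7, which guides dendritic cells to lymph nodes, fell from 73.7 ± 39.7 to 1.71 ± 1.71 CPM and the chemokines Ccl8 and Ccl22 by 5.06 ± 0.45 and 5.62 ± 0.51.

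10 of 16 macrophage core genes rose in AT3 macrophages (adjusted p = 3.49e-10; adjusted p = 0.158 with an estimated correlation), Csf1r from 301 ± 50.3 to 1100 ± 33.8 CPM and Cx3cr1 by 3.37 ± 0.34. 10 of 19 hypoxia and glycolysis genes rose and 2 fell, 12 and 2 adjusted over the list alone (adjusted p = 9.15e-06; adjusted p = 0.167 with an estimated correlation), and 8 of 10 class II genes rose (adjusted p = 1.96e-05; adjusted p = 0.281 with an estimated correlation). Monocyte genes split, 3 up and 5 down, 4 and 5 adjusted over the list alone: the chemokine receptor Ccr2 rose by 3.02 ± 0.42 and Plac8 fell by 5.52. Suppression genes split as well, 7 up and 4 down, with Cd274 down from 121 ± 1.22 to 36.8 ± 14 CPM, and Mrc1 (0.52, adjusted p = 0.13) and Nos2 (-0.99, adjusted p = 0.183) did not pass. Markers of other cells varied. 8 of 12 T and NK cell genes fell, 11 adjusted over the list alone (adjusted p = 3.24e-08), Gzma among them; 4 of 8 dendritic-cell genes, 6 adjusted over the list alone (adjusted p = 2.99e-05), Xcr1 by 3.90; and 5 of 7 endothelial genes (adjusted p = 0.000274), Pecam1 by 2.38. 6 of 18 epithelial genes fell and 1 rose, 7 and 1 adjusted over the list alone (adjusted p = 0.0306; adjusted p = 0.281 with an estimated correlation), a call that ended on genes above background (adjusted p = 0.486). Receptor genes took 2880 ± 439 CPM in E0771 macrophages and 1100 ± 253 in AT3 macrophages. The fibroblast genes split, 3 up and 3 down. The interferon, T and NK cell, dendritic-cell and endothelial calls held with an estimated correlation.

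Whether the tumour acts alike on both cell types was asked as an interaction, the macrophage difference minus the neutrophil difference. For 2208L against T11, 1645 genes were positive and 3722 negative, 1295 in all on genes above background, and with factors from those genes 7701 and 763. Mmp9, Ctsk and Acp5 lead the negative side. Mmp9 fell by 8.90 log2 in macrophages and rose by 2.42 in neutrophils, an interaction of -11.55 ± 0.85 (SE, adjusted p = 1.98e-14). Ctsk (-7.44 ± 0.71), Acp5 (-6.27 ± 0.57), Atp6v0d2 (-5.39 ± 0.50), the membrane glycoprotein Cd109 (-5.33 ± 0.51) and Oscar, an osteoclast receptor (-5.30 ± 0.76), were also negative. On genes above background all were smaller in size: Mmp9 -10, Ctsk -5.9, Acp5 -4.74, Atp6v0d2 -3.86, Cd109 -3.79 and Oscar -3.76. Cbfa2t3, a transcriptional corepressor (ENSMUSG00000006362.16, chromosome 8, 122625141 to 122699109), was positive (4.21 ± 0.57, adjusted p = 1.82e-07), with log2 2.94 in macrophages and -1.52 in neutrophils, but it is not among the genes above background. The proteases Adamdec1 (4.02 ± 0.71) and Adam19 (3.05 ± 0.51) were positive as well, and larger on genes above background (5.64 and 4.55).

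For AT3 against E0771 the interaction count was 100 positive and 316 negative. It was 683 without AT3 neutrophil replicate 2, 206 without replicate 3, 261, 193 and 226 without AT3 macrophage replicates 1, 2 and 3, 126, 157 and 194 without E0771 neutrophil replicates 1, 2 and 3, 216 with only these groups fitted and 728 with DESeq2. Pmepa1 (3.52 ± 0.55, adjusted p = 0.000186), Slc7a2 (3.15 ± 0.47), the GTPase regulator Arhgap24 (3.57 ± 0.64) and the clock repressor Bhlhe41 (3.16 ± 0.49) were positive, the last 2 of them not being among the genes above background. Gadd45b, a stress-response gene, fell by 3.25 in macrophages and did not pass in neutrophils (log2 1.20, adjusted p = 0.0911), an interaction of -4.40 ± 0.65 (adjusted p = 8.52e-05), and Mst1r, the receptor of macrophage-stimulating protein, was negative (-3.92 ± 0.77).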

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

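The interactions were planned. The splits are not listed among what was set before the data were examined, and Epi against Mes was added after values had been seen. The tests of the 3 patterns weighed here were chosen after seeing the result.

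The difference between 2208L and T11 differed between macrophages and neutrophils in 5367 genes. The positive interactions named were Cbfa2t3 4.21, Adamdec1 4.02, Abca9 3.16, Acss1 3.10, Adam19 3.05 and Tet1 3.03, in log2. Of these only Adamdec1 and Adam19 are among the genes above background. The negative interactions were Mmp9 -11.55, Ctsk -7.44, Acp5 -6.27, Atp6v0d2 -5.39, Cd109 -5.33 and Oscar -5.30. Of 40 splits, only the real one (1 of 40) gave as many genes, and the highest other gave 1697. The 6 splits that keep the real grouping in 1 cell type account for that value, and splits that keep neither gave 0 calls with edgeR.

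The difference between AT3 and E0771 differed between the cell types in 416 genes. Named positive interactions were Arhgap24 3.57, Pmepa1 3.52, Bhlhe41 3.16, Fcna 3.16, Slc7a2 3.15 and Cspg4 2.45. Negative ones were Chil1 -5.91, with 1 count in AT3 macrophages, Gadd45b -4.40, Mst1r -3.92, Ccr7 -3.73, Siglec5 -3.47 and Ppp1r16b -3.42. 3 of 40 splits, the real one included, gave as many genes, the highest 3692. The others are among the 8 splits that keep the real grouping in 1 cell type and so hold a real difference, a structure of the samples, while splits that keep neither gave 0 calls with edgeR. The splits leave open whether chance gave this count.

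Only the real split (1 of 40) gave as many genes for lines any difference (highest other 41), shared direction (0), Epi against Mes (715), neutrophils any difference (866), macrophages any difference (672) and macrophages against neutrophils (423). A chance assignment of single libraries therefore does not explain these counts. Such splits break up the lines, so for Epi against Mes they cannot judge another grouping of whole lines. For each pair of 3 against 3 libraries 1 of 10 splits, the real one, gave as many genes, too few splits to judge. The real values were 8185 for the PyMT pair, 8775 for 4T1 and 67NR, 7604 for 2208L and T11 lines, 8384 for AT3 and E0771 lines, 5789 and 761 for the neutrophil pairs and 2307 and 2703 for the macrophage pairs. The highest other was 1 for AT3 and E0771 neutrophils and 0 for the rest.

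PyMT-M and E0771 libraries are alike. They share 18 genes that stand at 3% or less of the median of the other lines, among them Fn1, App and Thbs1, of 23 lost in PyMT-M and 20 in E0771, where no other pair shares more than 3. Fn1 stood at 15 and 18.5 CPM outside Rn45s against 423 to 5020 elsewhere. Shared strain and suffix alone would make 67NR and T11 as close, and these differ in 7976 genes, and the same libraries under both names would not differ in 1232. Lines this alike would share their silent genes whatever the cause, so the 18 decide nothing: one origin of both lines, a mix-up of cultures and other causes cannot be told apart.

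Receptor genes were counted in neutrophil libraries. Genomic DNA counted with the RNA would raise all quiet genes alike. Between T11 and 2208L neutrophils 1070 quiet genes outside the receptor families differed by 1.5 ± 0.30 log2 and the receptor genes by 1.56 ± 0.46 (SD, n = 3), which fits. Reads shared among receptor paralogs would have left those other genes flat and are excluded by the same 1.5. No biological explanation was tested.

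Epithelial transcripts were counted in sorted 2208L cells. Their levels are given here in CPM outside Rn45s, without TMM factors. Carry-over with the profile of the cultured line would bring its abundant genes in proportion, but over 20 such genes the macrophage level was 0.191 of that expected at the median (log2 -2.31 with an SD of 2.26 after adding 1 CPM to both; 11 genes below 1/3 of the expected), with Timp3 at 23 CPM against 753 and Cyp1b1 at 4.46 against 98.2, although Itga3 (67.5 against 67.8), Tm4sf1 (105 against 106), Adamts1 (30 against 28.5) and Cp (154 against 125) stood near it and Lcn2 above it (557 against 41.1). One source of epithelial RNA in both cell types cannot be told apart from separate ones: the neutrophil to macrophage ratio of 13 epithelial genes had an SD of 0.44 log2, other genes 0.74. Expression by the sorted cells themselves, or by tumour cells unlike the cultured line, which the CD45+ CD11b+ gate should leave out, was not tested and could give the 0.44 as well.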

How the results depend on the processing

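Alternatives that use genes above background, or leave out or swap line pairs, were chosen after seeing the result, and the others before it. Of the counts of genes or lists 240 values stayed within 1.5-fold of the planned one and 38 moved. Of the named genes 12502 values were the same, 519 weaker, 15 stronger, 14 moved and 21 reversed. Of the list values 520 were the same, 89 weaker, 47 stronger and 1 reversed.

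Restricting tests to genes above background gave, with fewer genes tested, 9241 for lines any difference, 1181 for neutrophils any difference, 636 and 472 for 2208L and T11 and for AT3 and E0771 neutrophils, 1411 for AT3 and E0771 macrophages, 2763 for macrophages against neutrophils and 1295 for the 2208L and T11 interaction. Factors from those genes gave 11709 for neutrophils any difference, 12907 and 433 for the neutrophil pairs and 8464 for that interaction, with median log2 of -1.64 (-0.21 as planned), -0.30 (0.04) and 1.74 (0.20) in the last 3; the cause was not tested. Fitting only the groups compared, fewer samples, gave 287 for AT3 and E0771 neutrophils and 216 for their interaction, and DESeq2 gave 728 for the latter; the cause was not tested. Shared direction gave 440 genes with a 4th pair and 705 with AT3 and E0771 in place of the PyMT pair, by construction other samples. Among lists outside Epi against Mes 84 calls were made, 29 with an estimated correlation, all 29 among the 84. For the same lists fry gave 114 and genes above background 66.

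The share of higher genes moved by more than 10 points under other centring. Factors from genes above background gave 5492 higher and 3715 lower for 4T1 and 67NR (median 0.24 against 0.11), 5837 and 3352 for AT3 and E0771 lines (0.29 against 0.08), 1546 of 2317 for 2208L and T11 macrophages (0.29 against 0.06), 653 and 1811 for AT3 and E0771 macrophages (-0.37 against -0.06) and 1622 and 15065 for macrophages against neutrophils (-1.59 against -0.53). RLE factors gave 4467 and 11130 for the last (-0.89) and 3267 and 2253 for the 2208L and T11 interaction (0.77). DESeq2 gave 4482 and 11197, and 3616 and 2338. Fitting only 2 groups gave 786 and 1461 for AT3 and E0771 macrophages, and genes above background 110 and 206 for the AT3 and E0771 interaction.

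Leaving out 1 library, or 1 replicate number, gave ranges from fewer samples: 14799 to 15179 for lines any difference, 7493 to 7644 for the PyMT pair, 7637 to 8286 for 4T1 and 67NR, 6901 to 7046 and 6985 to 8626 for the 2208L and AT3 lines, 8433 to 8910 for Epi and Mes, 1071 to 1129 for shared direction, 1228 to 5332 for neutrophils any difference, 3333 to 4797 and 196 to 2634 for the neutrophil pairs, 2356 to 4134 for macrophages any difference, 1506 to 2578 and 1409 to 2862 for the macrophage pairs, 15266 to 16119 for macrophages against neutrophils, and 4149 to 6520 and 126 to 683 for the interactions.

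The column names give the neutrophils and macrophages of a tumour the same numbers, and no label says that they came from the same animal. Of 12 such pairs, over 2000 genes, 5 had deviations correlated above 0.1 (from -0.06 to 0.26) and 6 matched best with their own number, among them all 3 AT3 pairs. A replicate block treats these numbers as a pairing within each tumour where both cell types are fitted. The block moved no count by more than 1.5-fold: 16362 for lines any difference, 5178 and 4721 for neutrophils and macrophages, 562 for AT3 and E0771 neutrophils, 15058 for the cell types, 4708 and 324 for the interactions and 82 list calls outside Epi against Mes.

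These reversed; the cause was not tested. In 2208L and T11 neutrophils, on genes above background or with factors from them, Sc5d gave -0.17, Mvd -0.57 and -0.50, Stab1 -0.15 and -0.07, Clec7a -0.16 and -0.09, Mrc1 -0.27 and -0.21, Plac8 -0.01, Ccr2 -0.51 and -0.44, Itga4 -0.52 and Ptgs2 -0.09 and -0.01. In macrophages against neutrophils Il7r gave -0.18 and -0.19, Ptprc -0.35 in both, and the interferon list turned lower (adjusted p = 0.031). Tap1 in Epi against Mes gave 0.25 without AT3 and E0771 libraries.

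All 59 passing named genes of the PyMT pair were called in every setting, 53 of 55 for 4T1, 57 of 59 and 54 of 58 for the 2208L and AT3 lines, 57 of 61 for Epi, 60 of 81 and 63 of 86 for the macrophage pairs, 83 of 95 for the cell types, 47 of 86 and 24 of 50 for the neutrophil pairs. Neutrophil libraries held 470712 to 1185233 counts outside Rn45s, and there 8% to 9% of simulated 2-fold changes were recovered; depth was not separated from the spread of replicates.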

Other observations

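The genes shown for T11 macrophages were chosen after seeing the result. Macrophages of T11 tumours were high in several genes known from bone-resorbing cells, and no list of such genes was tested. Besides Ctsk, Mmp9 and Acp5, they were highest for Nfatc1, the regulator of osteoclast formation, 1820 ± 287 CPM outside Rn45s (SD, n = 3) against 139 ± 28.7 to 150 ± 3.74 in the other macrophages. Ocstamp, needed for cell fusion, stood at 305 ± 98.5 against at most 30.1 ± 21.3, Dcstamp at 117 ± 38.1 against at most 19.1 ± 13.6, Oscar at 194 ± 43.9 against at most 10.6 ± 5.03, and Itgb3, the vitronectin receptor chain, at 204 ± 78.1 against at most 47.5 ± 23.7. T11 neutrophils had 183 ± 37 for Nfatc1 and 80 ± 23.3 for Ctsk. Calcr, the calcitonin receptor of osteoclasts, stood at 32.2 ± 5.54 in T11 macrophages against at most 7.5 ± 6.57 in the other macrophages, and at 51.7 ± 7.68 in T11 neutrophils.

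PyMT-N libraries hold no count of 10 expressed genes in a row on chromosome 4, from Mtap to Tm2d1 (mm10, 89137122 to 98383306): Mtap, Caap1, Plaa, Ift74, Mysm1, Jun, Fggy, Hook1, Nfia and Tm2d1. The flanking genes Klhl9 (88718292 to 88722465) and Inadl (98395785 to 98719603) had 1358 and 177 counts. Of 9963 expressed genes elsewhere, 0 had at most 3 counts in these libraries.

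S100a4 stood at 2.66 to 5.56 CPM outside Rn45s in 2208L neutrophils and 3.74 to 16.6 in 2208L macrophages. The other sorted libraries had 38.7 to 2190. Unlike the S100a4 values in Results, these carry no TMM factors. Met (1900 ± 167 and 1020 ± 196), Tes (1530 ± 51.2 and 882 ± 280) and Cav2 (300 ± 73.4 and 137 ± 62.2), genes near each other on chromosome 6, were higher in 2208L neutrophils and macrophages than in the other sorted cells, and highest in the cultured 2208L line (5020 ± 48.5, 2240 ± 69.2 and 3570 ± 359). Cav1 beside them stood at 72.4 ± 21.8 and 45.5 ± 17.5 in 2208L neutrophils and macrophages against up to 136 ± 16.8 in E0771 neutrophils, and at 1270 ± 25.6 in the line.

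H2-Ea-ps, which reached at least 1130 CPM in each 2208L macrophage library, stood at 5.44, 2.93 and 9.78 in E0771 macrophages 1 to 3 and at 6.6, 7.47 and 12.7 in E0771 neutrophils 1 to 3, replicate 1 being labelled BALB/C. T11 libraries, also labelled BALB/C, ranged from 36.6 to 509 in macrophages and from 16.3 to 182 in neutrophils. AT3 libraries, labelled C57BL/6, had 0 counts in macrophages and 2.86 to 19 CPM in neutrophils. These H2-Ea-ps levels are in CPM outside Rn45s, without TMM factors.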
